A study of Mus musculus and Homo sapiens with 2 samples.

How the data were processed

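The data were single-cell RNA-seq counts from 2 samples, each a group of its own with 1 sample. The mouse sample was a dissociated suspension of the median preoptic nucleus (MnPO), a hypothalamic region, from C57BL/6 mice. The human sample was peripheral blood mononuclear cells (PBMC) from a commercial supplier. Libraries were made with the 10x Genomics 3′ v2 kit, per the labels' protocols. The kit tags each captured transcript with a unique molecular identifier (UMI), so that amplified copies of 1 molecule count once.

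The authors deposited 4 tables per sample, with genes in rows and cell barcodes in columns. The values were whole-number UMI counts without normalization, as the deposited values show. A table was named either for exonic mapping or for optimized mapping, and it held either all cells or a subset. The subset was called neurons in mouse and T lymphocytes in human. The aligner, genome build, annotation, filters on cells and genes, and the rule that defined the subsets are not stated in the labels or in the table headers. The tables carried gene names and no coordinates. In each sample the exonic and optimized tables had the same barcodes in the same order, and a pair of such tables was taken as 1 library counted with different references. The subset tables were compared value by value with the all-cell tables, and 0 values differed. No doublet caller was run, and the labels do not say how doublets were treated. No cell was removed except where a minimum is stated.

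UMIs were summed over cells for each gene and table. Each sum has an exact Poisson interval and each ratio of sums an exact binomial interval, both at 95% and both covering counting error only. The binomial interval takes the sums as independent, although the tables share most molecules. After the data were seen, further intervals were therefore computed for the total UMI ratio. One takes UMIs of the same gene and cell in both tables as the same molecules (98.9% of exonic UMIs in mouse and 97.4% in human) and uses a normal approximation; it is a narrowest case. The other resamples the cells 10000 times; cells are not replicates, and it covers the spread between cells of 1 library. The total of an all-cell table was known to within 0.0538% in mouse and 0.0420% in human on the exonic side. Cells are not replicates, so no test was run, no p-value was computed, and differences between the tables of a sample have no replicate check. No paired analysis across samples was made.

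A gene named in both tables of a sample was called gained if it had at least 100 UMIs in the optimized table and log2((optimized + 1)/(exonic + 1)) of at least 1. It was called lost if it had at least 100 UMIs in the exonic table and a value of at most -1. A gene with at most 3 UMIs in the exonic table and at least 100 in the optimized table was called recovered from the floor. Genes named in only 1 of the tables were counted apart. Genes per cell were counted at the deposited depth and after every cell was thinned to 500 UMIs, leaving out shallower cells. Gene lists fixed beforehand were placed among 10000 random lists of the same size, matched on mean UMIs in 20 bins, with genes of at least 20 UMIs in either table. A list was said to stand apart at a percentile of at most 2.5 or at least 97.5. Named genes were the 5 with the largest increase and the 5 with the largest decrease. The 5 with the highest ratio among gained genes and the 5 with the lowest among lost genes were named too. The rule also took gained or lost genes of the marker lists and of the mouse neuropeptide and receptor lists. A gene that this rule picked in mouse is not reported here. Gene names were matched between organisms in upper case, which is not a full orthology map.

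Both tables of a set were clustered with the same steps. Values were scaled to 10000 per cell and log1p-transformed, and 2000 variable genes, 20 principal components, 15 neighbours and Leiden clustering at resolution 1 were used. The Leiden step was repeated with 5 seeds on the same neighbours. Clusters were compared by number and by the adjusted Rand index, and were given no cell type.

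Mouse gene names were matched to GENCODE M21, on build GRCm38. This annotation may not be the one the authors used. Of 18163 names in both mouse tables, 98.5% matched a single annotated gene. Intron length was the gene span minus the union of its exons. Near-identical copies were searched with blastn 2.17.0 using the last 500 bases of the longest transcript of each lost gene. No human annotation was used here, so human positions and strands are not given.

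The steps were tested on simulated data. For the exonic against optimized comparison, counts were drawn from the real sums of 18303 mouse and 16930 human genes, with 200 genes changed 4-fold. All 100 raised and all 100 lowered genes were recovered in each sample, and 0 unchanged genes were called. The changed genes were picked well above the minimum of 100 UMIs and changed beyond the 2-fold threshold. Recovery of genes near those limits was therefore not tested. Clustering of cells simulated from the human sums over 16930 genes recovered 5 known groups with an adjusted Rand index of 1. A search for partner genes of lost genes, used in the closing section, found 20 of 20 planted partners in each sample; the planted genes had all their UMIs moved to a partner with no gain of its own, an easier case than the real one. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and leidenalg 0.10.2 were used.

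Alternatives covered the cells and genes used, the minimum number of UMIs, the fold threshold, the pseudocount, scaling of both tables to the same total, the matching of lists, the depth, and the clustering settings. Scaling moved the median log2 ratio of all genes by -0.27 in mouse and -0.28 in human. All of these choices were made before the data were examined, except 3 alternatives that leave out human genes around IGHD, which were added afterwards.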

Results

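The series asks how the choice of mapping reference changes the gene expression recovered from single-cell RNA-seq libraries. It holds 1 mouse MnPO sample with 5085 cells and 1 human PBMC sample with 7700 cells. Each library was counted with an exonic and an optimized reference, for all cells and for a subset of 906 mouse neurons or 4133 human T lymphocytes. There were no replicates, and every interval covers counting error only, except where it is said to come from resampled cells.

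Total UMIs were compared first. In all mouse cells they rose from 13259508 in the exonic table to 16005824 in the optimized table, a ratio of 1.207 (95% exact binomial interval 1.206 to 1.208, which takes the sums as independent). In mouse neurons they rose from 6120527 to 7386615, also a ratio of 1.207. In all human cells they rose from 21798454 to 26552771, a ratio of 1.218 (1.217 to 1.219). In T lymphocytes they rose from 10515798 to 13055423, a ratio of 1.242 (1.241 to 1.243). Both tables count the same library. With UMIs of the same gene and cell taken as the same molecules, the interval was 1.2068 to 1.2074 in all mouse cells and 1.2179 to 1.2183 in all human cells, and with cells resampled it was 1.204 to 1.210 and 1.216 to 1.220. The increase was present in 5073 of 5085 mouse cells and in 7693 of 7700 human cells. The median UMIs per cell went from 1103 to 1446 in all mouse cells and from 2462 to 3087 in all human cells. The median of the ratio per cell, the alternative that moved the mouse value most, was 1.179 in all mouse cells.

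**Figure D1:**
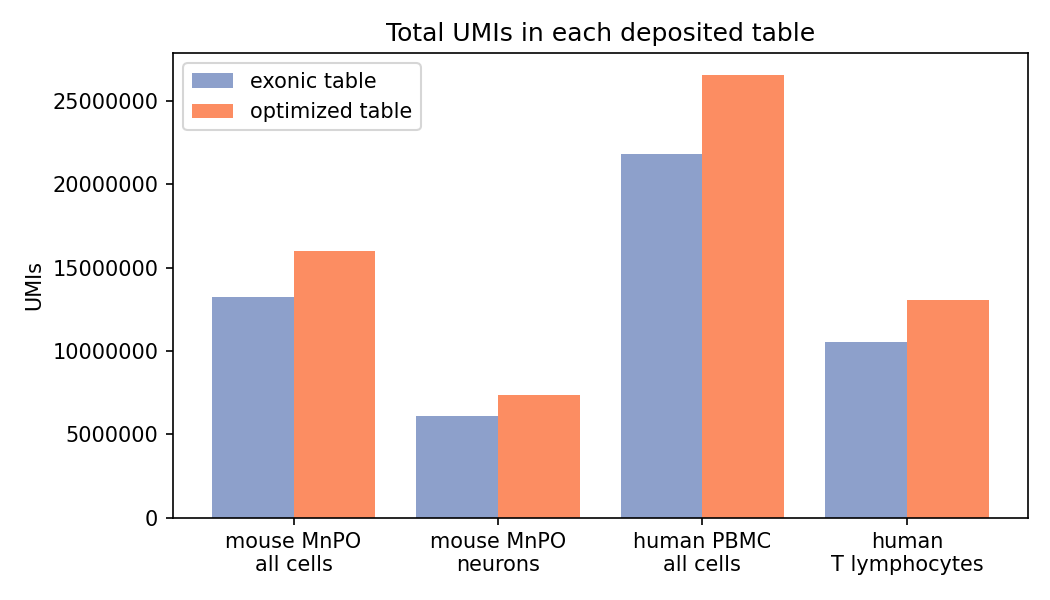
Total UMIs (vertical axis, from 0) for each set of cells (horizontal axis), with 1 bar per deposited table. The optimized bar is the higher in each of the 4 pairs, by 20.7% in all mouse cells and 21.8% in all human cells.

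The number of genes detected per cell rose as well. Its median went from 707 to 941 in all mouse cells, from 2874 to 3462.5 in neurons, from 798 to 1223 in all human cells and from 808 to 1245 in T lymphocytes. The difference was smaller at a fixed depth. That depth lowered the number of genes in both tables, so it does not tell how much of the difference came from depth. With every cell thinned to 500 UMIs, the medians were 392 and 408 in all mouse cells, 414 and 427 in neurons, 267 and 317 in all human cells, and 263 and 321 in T lymphocytes. Thinning left out 1311 mouse cells, of which 0 were neurons, and 212 human cells, of which 99 were T lymphocytes.

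Genes were then compared between the tables. Among 11829 mouse genes that could be called, 1944 (16.4%) were gained, and among 10751 that could be called lost, 28 were lost. In neurons 1436 genes were gained and 17 were lost. In all human cells 4243 of 10174 genes (41.7%) were gained and 200 of 8247 were lost. In T lymphocytes 3581 were gained and 151 were lost. The count depended on the fold threshold, and at 4-fold 780 genes were gained in all mouse cells and 2099 in all human cells. After scaling both tables to the same total, 76.7% of the genes gained in all mouse cells and 84.0% of those gained in all human cells were still gained. Recovery from the floor was seen for 14 genes in all mouse cells, 30 in neurons, 26 in all human cells and 40 in T lymphocytes. The Spearman correlation of UMI sums across genes, which are not independent replicates, was 0.929 in all mouse cells, 0.914 in neurons, 0.858 in all human cells and 0.823 in T lymphocytes.

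**Figure D2:**
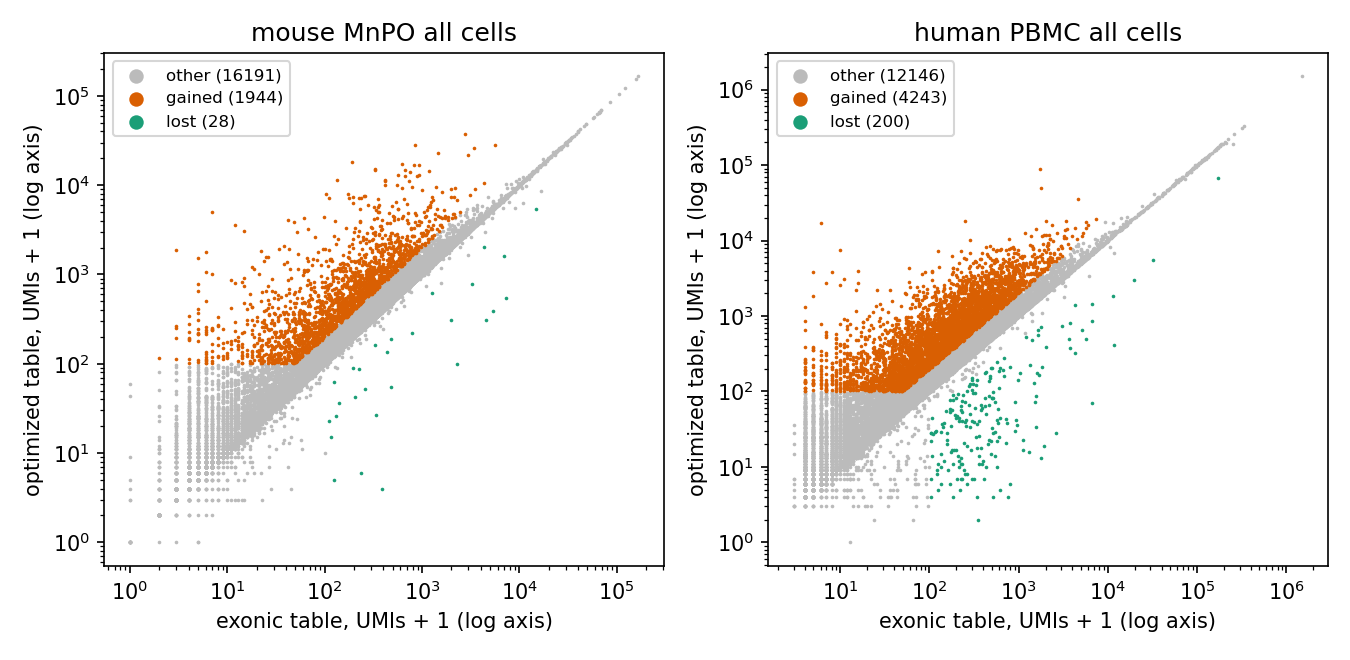
UMIs plus 1 in the exonic table (horizontal log axis) against the optimized table (vertical log axis), with 1 point per gene named in both all-cell tables. Gained genes (1944 in mouse, 4243 in human) lie above the main band and lost genes (28 in mouse, 200 in human) below it.

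Some gene names appeared in only 1 table of a pair. The optimized table alone named 3959 genes in mouse and 4971 in human, which held 0.655% and 0.888% of its UMIs. The exonic table alone named 140 genes in mouse and 341 in human. The human gene with the most UMIs among names found only in the optimized table was CPEB1, with 78433. Among names found only in the human exonic table it was BCL11B, with 2480. Both were named after their values were seen.

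The largest mouse increase was in Lsamp, on chromosome 16 from 39984361 to 42181679 (GRCm38, plus strand), with 2180106 intronic bases. Its UMIs rose from 2789 (exact Poisson interval 2686 to 2894) to 37437. Kcnip4, on chromosome 5 from 48389502 to 49524907, rose from 841 to 28554. Nrxn3 rose from 3432 to 26362 and Pcdh9 from 1444 to 22813. The highest ratios among gained mouse genes were those of Klhl10 (6 to 5021 UMIs), Gm15738 (2 to 1880), Ctnna3 (4 to 1517), Epha6 (5 to 1807) and 4930470G03Rik (11 to 3547). The exonic counts of these genes were so low that their ratios are imprecise; the exact Poisson interval of the Klhl10 exonic count was 2.20 to 13.1.

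The largest mouse decreases were in Morf4l1 (14641 to 5439 UMIs), Oaz1 (16649 to 8568), Cbx3 (7297 to 540), Ndufb4 (6873 to 1604) and Gm11808 (5381 to 389). Oaz1 did not reach the lost threshold, with a log2 ratio of -0.96, and did so at -1.23 after scaling. The lowest ratios were in Gm6710 (390 to 3 UMIs), Gm14419 (237 to 5), AC156546.1 (125 to 4), Rbm3 (2310 to 98) and Ube2s (4587 to 310). Gm6710, Gm14419 and Gm11808 have near-identical transcripts of other genes, so their counts are uncertain.

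In human, IGHD rose most, from 1721 UMIs (1641 to 1804) to 89017. It rose from 19 to 53033 in the T lymphocyte subset, and the share of T lymphocytes with an IGHD UMI went from 0.411% (exact binomial interval 0.240 to 0.658) to 99.5% (99.3 to 99.7). In the other cells that share went from 23.8% to 96.2%, at median exonic depths of 2413 UMIs in T lymphocytes and 2551 in the other cells. AC020656.1 rose from 1771 to 49161 UMIs, LINC-PINT from 4648 to 35969, SIK3 from 246 to 18154 and OOEP from 5 to 16816. OOEP also had the highest ratio, followed by CCDC200 (4 to 3775 UMIs), TEX14 (9 to 7458), SNHG31 (7 to 3807) and PLEKHA7 (6 to 2766).

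The largest human decreases were in RPL39 (169437 to 66659 UMIs), RPL41 (249764 to 189834), RPL4 (32173 to 5476), NFKBIA (19726 to 3026) and RPL10 (208522 to 194074). The lowest ratios were in LINC01116 (750 to 3), RDH11 (353 to 1), TMED10 (1788 to 12), PIP4P1 (788 to 5) and AL627171.2 (511 to 3). RPL4, NFKBIA, RDH11, TMED10, PIP4P1 and AL627171.2 lay in a single stretch of table rows. Among human genes with at least 20 exonic UMIs, and with unlisted genes taken as 0, 387 fell at least 2-fold. Of these, 331 (85.5%) lay in 6 consecutive bins of 200 rows that held 7.09% of the rows. In those bins 39.6% of tested genes were lost, against 0.485% elsewhere.

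**Figure D3:**
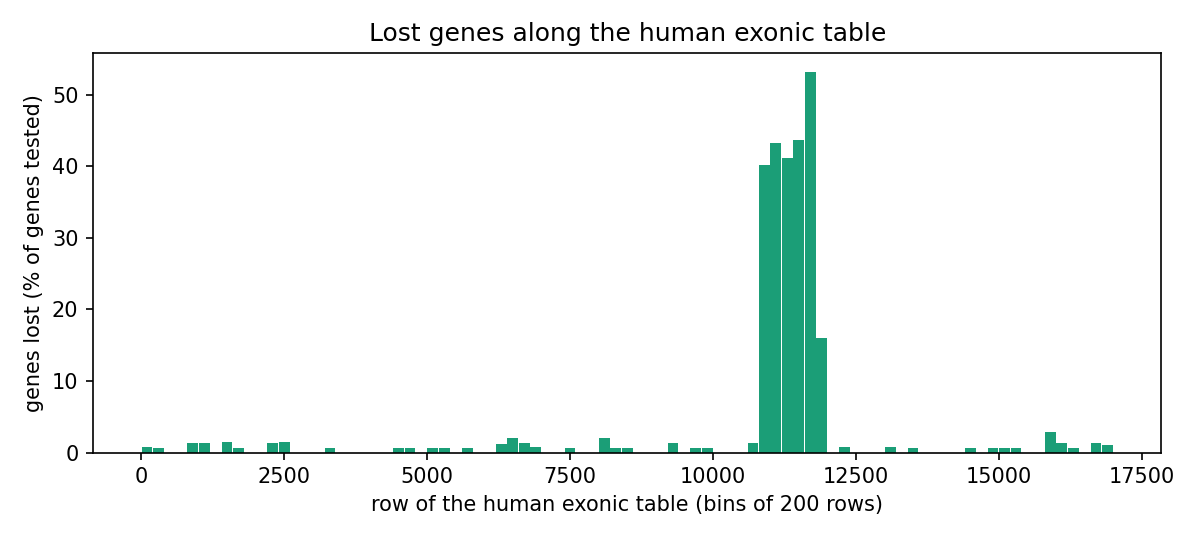
Share of tested genes that were lost (vertical axis, %, from 0) in bins of 200 rows along the human exonic table (horizontal axis). The losses stand in rows 10801 to 12000, where the fullest bin lost 76 of 143 tested genes, and no other bin lost more than 4 genes.

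The subsets were set against the other cells of their library. The total UMI ratio was 1.207 in both the neurons and the other mouse cells, with a difference of -0.000506 (-0.00107 to 0.0000623 with shared molecules, -0.00578 to 0.00492 with cells resampled). The ratio was 1.242 in T lymphocytes and 1.196 in the other human cells, a difference of 0.0452 (0.0447 to 0.0457 and 0.0410 to 0.0495). Of the 1436 genes gained in neurons, 1286 were also gained in the other cells, and of the 3581 gained in T lymphocytes 2640 were. The classes are not pure by their markers. The cells outside the neuron subset held 48.3% of the exonic UMIs of 8 neuron-like markers, and the T lymphocyte subset held 92.8% of those of 5 NK-like markers.

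Gene lists moved unequally. The random lists were matched on UMIs and not on intron length, which the mouse gains followed (see the closing section). A percentile may therefore reflect the intron lengths of a list. The median log2 ratio of all tested genes was 0.19 in mouse and 0.67 in human. In mouse, mitochondrially encoded genes had a median of -0.01 (percentile 0.01 among random lists), ribosomal protein genes -0.00353 (percentile 0) and 21 neuropeptides 0.0061 (percentile 0). Cell type markers had a median of 0.03 (percentile 5.19), 30 receptors 0.48 (85.0), predicted gene models 0.39 (94.96) and Rik clones 0.28 (64.1). Gained receptors were Esr1 (123 to 251 UMIs), Oprm1 (14 to 481), Ptger3 (20 to 217) and Sstr1 (36 to 197), and the gained marker was Syt1 (4325 to 10594). Esr1 fell below the threshold, at 0.75, after scaling.

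In human, ribosomal protein genes had a median log2 ratio of -0.000937 (percentile 0), mitochondrially encoded genes 0.01 (9.20), cell type markers 0.07 (1.91) and HLA genes 0.06 (19.6). Long non-coding clone names had a median of 0.57 (percentile 0), although their mean stood at the other end, at percentile 99.9. Chemokine and interleukin receptors had a median of 1.23 (97.2), and read-through names had 1 tested gene and no value. Of the 44 tested chemokine and interleukin receptors 19 were gained, and these are not named here. The medians of mitochondrial, ribosomal, marker, HLA and neuropeptide lists were all negative after scaling, in the samples where they were tested. Gained markers were CCR7 (479 to 1090 UMIs), LEF1 (769 to 1818), NCAM1 (53 to 270) and IL3RA (80 to 1047). CCR7 and LEF1 fell below the threshold after scaling, at 0.90 and 0.96.

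Among 7400 gene names that could be called in both organisms, 901 were gained in mouse and 3092 in human. Both samples gained 785 of them, against 376 given by independence, a ratio of 2.09.

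Clusters were compared by number. All mouse cells gave 18 clusters from the exonic table and 17 from the optimized table, with an adjusted Rand index of 0.661 between them; over 5 seeds each table gave 17 to 18, so the numbers do not differ beyond the seeds. Neurons gave 11 and 12 (0.716), all human cells 15 and 17 (0.700), and T lymphocytes 8 and 13 (0.428). Over the seeds the numbers were 11 and 12 in neurons, 15 to 16 and 17 in all human cells, and 8 to 9 and 10 to 13 in T lymphocytes. In all human cells the numbers were 16 and 16 without IGHD, CPEB1 and the lost genes of the stretch, and 26 and 26 at resolution 2. They were 12 and 15 with 1000 variable genes, 13 and 15 with 30 components, and 10 and 11 at resolution 0.5. Thinned to the exonic UMIs of each cell, the optimized table of all human cells gave 15. Between seeds of 1 table the index was at least 0.797 in all mouse cells, 0.952 in neurons, 0.916 in all human cells and 0.736 in T lymphocytes. The tables thus differed more than the seeds did. The seeds reran only the Leiden step on the same neighbours, however. Whether the tables differed more than a resampling of 1 table would was not tested. The contrast in T lymphocyte numbers depended on the settings. The numbers were 9 and 9 with 30 components, 10 and 11 with 1000 variable genes, and 6 and 7 at resolution 0.5. Without IGHD, CPEB1 and the lost genes of the stretch they were 10 and 12. The optimized table gave 8 when thinned to the exonic UMIs of each cell. At resolution 2 the contrast stayed, with 14 and 19.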

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

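The test of IGHD in T lymphocytes, the test of placement along the table, the test of how far lost UMIs can cover gains and the test of adjacent genes were chosen only after the result was seen. With 1 sample per organism, no biological explanation was tested for any of these patterns.

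The total UMI ratio of neurons minus other cells was -0.000506, and that of T lymphocytes minus other cells was 0.0452. The mouse value has no clear direction, since its interval of -0.00107 to 0.0000623 includes 0 even with shared molecules taken into account, and it became 0.00275 when the other cells were limited to those at least as deep as the shallowest neuron. The difference between organisms was not tested. The median ratio per cell was higher in the subset in both organisms, 1.209 in neurons against 1.160 in other mouse cells and 1.253 in T lymphocytes against 1.197 in other human cells. In human the depth limit removed no cell, so it does not bear on the T lymphocyte value.

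The median log2 ratio of mitochondrially encoded genes was -0.00556 in mouse and 0.0107 in human, opposite signs that were not tested. The mouse mean was 0.000806, opposite in sign to its median. Matching in 10 bins put the human list at percentile 1.24, in place of 9.20.

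CPEB1 held 78433 UMIs in the human optimized table and was not listed in the exonic table. It was flagged as signal outside the gene calls, as was Gm49164 in mouse with 6307 UMIs. CPEB1 lies at the end of the stretch of human losses, with IGHD inside it: 182 lost genes came before IGHD, 149 between IGHD and CPEB1, and 0 after CPEB1. Chance placement is argued against, since 0 of 10000 random placements filled a bin as far as the fullest real one. IGHD transcripts of the other cells are argued against too: the IGHD gain per 10000 UMIs in T lymphocytes was 1.60 times that in the other cells, although their exonic level was far lower. A direct transfer of the lost UMIs was tested by correlation across cells. In all cells the IGHD gain had a correlation of 0.0563 with the losses before IGHD and 0.0425 with those after it, and the CPEB1 gain 0.0715 and 0.0495. In T lymphocytes these were 0.247 and 0.0761 for IGHD and 0.248 and 0.0970 for CPEB1, and in the other cells -0.0684 and -0.0177 for IGHD and -0.0566 and -0.00955 for CPEB1. The order differed between the cell classes, so the correlations leave a transfer of part of the UMIs open. Within cells, the net UMIs lost by genes of the stretch covered 90.5% of the IGHD and CPEB1 gains, below the minimum of 95% set for this test. The gain was above the net loss in 2359 of 7700 cells. A loss was counted net of UMIs that the same gene gained in the cell, so it may be understated. Of 835 tested genes in the bins, 386 had more UMIs in the optimized table. Whether the lost UMIs are the whole source therefore stays open. A first version, which summed the genes within a cell before negative losses were removed, gave 89.95%. UMIs from introns or between genes of the stretch, with exonic UMIs discarded as ambiguous, are a candidate explanation that was not tested. No human annotation was used here.

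Gm49164, annotated on chromosome 14 from 73728568 to 73956061 (GRCm38), was best correlated across cells with Cbx3 (r 0.655), which lies on chromosome 6 and fell by 6757 UMIs. Among 74 genes listed only in the optimized table with at least 500 UMIs, 4 had their best correlated gene within 5 rows, against 0.0329 by chance. UMIs from transcripts of an overlapping gene in an adjacent row may account for Glp2r with Gas7 (r 0.603, next gene 0.390) and Gm10684 with Scn2b (0.630, next 0.521). In all mouse cells Gas7 went from 2314 to 2529 UMIs and Scn2b from 2948 to 2933. Their own counts thus did not fall by an amount like the 5152 UMIs of Glp2r or the 4731 of Gm10684. In both pairs the annotated genes overlap but lie on opposite strands, Glp2r and Gm10684 on minus and Gas7 and Scn2b on plus. If UMIs were counted by strand, this goes against that account. The counting rule is not stated, so the account stays open. The other pairs hardly stood above the next gene: Gm44632 beside Dpf1 (0.339, next 0.337) and AC008569.1 beside ADGRE5 (0.168, next 0.154). For Mkks-plus, DDI2-RSC1A1 and ASNSD1-ASDURF the best correlated gene was not listed in the optimized table and shares part of the name: Mkks (r 0.444, next gene 0.123), DDI2 (0.485, next 0.0872) and ASNSD1 (0.599, next 0.0956). A change of gene name or a fusion of genes may account for these. They were picked out after their values were seen. For the other genes, CPEB1 and Gm49164 among them, this test leaves the source open.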

How the results depend on the processing

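The alternatives that leave out human genes around IGHD were chosen after seeing the data; the others were set beforehand. Of 223 values recomputed for results that answer a comparison, 117 stayed within their limits, 92 moved, 10 newly passed the threshold for lists, 2 no longer passed it and 2 reversed. The limits differed by kind of value, so the tally mixes wide and narrow ones. For counts of genes or clusters the limit was 1.5-fold. For the correlation across genes it was 0.005, and for the difference in median genes per cell 0.5. Of 96 values for single named genes, 91 kept their side of 2-fold and 5 did not: Esr1 with a pseudocount of 10, and Esr1, Oaz1, CCR7 and LEF1 after scaling. Causes of the changes were not tested. No paired analysis across samples was possible because each group has 1 sample and no result comes from a test. Taking all barcodes changed nothing, since the tables share them.

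Total UMI ratios stayed above 1 in every alternative run. In the order all mouse cells, neurons, all human cells and T lymphocytes, they were 1.199, 1.199, 1.209 and 1.231 for genes named in both tables, 1.218, 1.215, 1.223 and 1.246 without mitochondrially encoded genes, and 1.179, 1.209, 1.233 and 1.253 as the median per cell. With at least 500 genes per cell they were 1.212 in all mouse cells, 1.212 in all human cells and 1.233 in T lymphocytes. Without IGHD, CPEB1 and the lost genes of the stretch they were 1.222 in all human cells and 1.244 in T lymphocytes.

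In the same order, the difference in median genes per cell was 16, 13, 50 and 58 at equal depth, 224, 545, 408 and 420 for genes named in both tables, and 49, 279, 118 and 120 with at least 2 UMIs per gene. It stayed positive in each. The correlation across genes with at least 100 UMIs was 0.885, 0.848, 0.780 and 0.713.

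Genes gained numbered 1008, 507, 2342 and 1505 with at least 500 UMIs and 780, 590, 2099 and 1796 at 4-fold. At 1.5-fold they were 3169 in all mouse cells and 2241 in neurons, and with at least 20 UMIs 2297 in neurons. Genes lost numbered 11, 10, 73 and 36 with at least 500 UMIs. With at least 20 UMIs they were 45 in all mouse cells, 30 in neurons and 232 in T lymphocytes, and at 4-fold 17 in all mouse cells and 11 in neurons. Without the stretch they were 12 in all human cells and 7 in T lymphocytes, in place of 200 and 151. Recovery from the floor gave 0, 3, 0 and 4 genes at 0 exonic UMIs and 98, 202, 140 and 324 with at least 20 optimized UMIs. Depth limits these counts, since a gene under 100 UMIs could not be called.

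The difference between neurons and other mouse cells was -0.00541 without mitochondrially encoded genes. It reversed to 0.00275 when the other cells were limited to those at least as deep as the shallowest neuron. Among lists, the mean put long non-coding clone names at percentile 99.93, a reversal, and matching on the optimized table put them at 8.92. The mean put mouse mitochondrially encoded genes at 3.67, mouse markers at 1.05, predicted gene models at 100, Rik clones at 100 and human chemokine and interleukin receptors at 99.13. Matching on the optimized table put predicted gene models at 100, Rik clones at 98.13 and the human receptors at 97.67. Predicted gene models stood at 97.64 with 10 bins and at 100 with at least 100 UMIs, and human mitochondrially encoded genes at 1.24 with 10 bins.

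The adjusted Rand index between tables, in the same order, was 0.711, 0.798, 0.757 and 0.510 at resolution 0.5, 0.582, 0.732, 0.442 and 0.330 at resolution 2, 0.578, 0.675, 0.643 and 0.416 with 1000 variable genes, and 0.745, 0.756, 0.722 and 0.406 with 30 components. With the optimized table thinned it was 0.705 in all mouse cells, 0.689 in neurons and 0.448 in T lymphocytes. Without IGHD, CPEB1 and the lost genes of the stretch it was 0.662 in all human cells and 0.375 in T lymphocytes. At resolution 2 the optimized table gave 26 clusters in all mouse cells, both human all-cell tables gave 26, and the T lymphocyte exonic table gave 14. At resolution 0.5 the optimized table gave 11 clusters in all human cells and 7 in T lymphocytes. Thinned, the T lymphocyte optimized table gave 8.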

Other observations

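The test of partner genes was chosen only after the result was seen. The tests of introns, overlap, scaling and near-identical copies were written before their results.

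The mouse gains followed annotated intron length. Across 11728 genes, which are not independent replicates, the Spearman correlation of intron length with the log2 ratio was 0.779. Of 300 genes without an annotated intron 2 were gained, and of 11428 genes with introns 16.8% were gained. The share rose from 2.66% in the shortest of 4 equal classes of intron length to 50.2% in the longest. UMIs in introns counted in the optimized table are consistent with this, as a hypothesis. A single depth factor is argued against, since 76.7% of gained genes were still gained after scaling. Overlap with another gene on the same strand was also argued against for the set: gained genes overlapped in 11.0% of cases, against 13.9% for genes of similar UMIs and intron length, a difference of -2.95 percentage points. Among the 175 gained genes with introns at or below the median length the order was the other way, 15.4% against 7.76%. That split was looked at only afterwards.

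Losses outside the human stretch were few. Of 28 lost mouse genes, 10 (35.7%, exact binomial interval 18.6 to 55.9) had another gene's transcript at 95% identity or more over at least 90 bases, against 6.79% (4.13 to 10.4) of 280 genes of similar UMIs. A near-identical copy may therefore account for part of the losses. For the others, such as Morf4l1 and Cbx3, no copy was found among the transcripts of other genes. The search used only the end of the longest transcript of each lost gene and did not cover introns of other genes. It therefore cannot exclude a copy there, and the source of these losses stays open.

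Whether UMIs that a gene lost were counted to a partner gene cannot be told apart from shared expression. The search took the genes outside the stretch that fell by at least 500 UMIs, whether or not they were called lost, and was run in 2 versions. The first, which allowed partners with any larger gain, was void because the measure was saturated: it required 1.5 times the coincidence of any gene of similar gain, a limit that was not part of the written prediction, and 0 of 59 genes that fell and 1 of 57 distinct unchanged genes reached it. The other version allowed only partners that gained between 0.5 and 2 times the lost UMIs, and its rule was set after the void result was seen. There, 4 of 58 genes that fell (6.90%, 1.91 to 16.7) and 0 of 56 unchanged genes (upper bound 6.38%) had a partner that stood apart, and the intervals overlap. Of the 58 genes, 12 were called lost, and 1 of those 12 had such a partner.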
